A study of Mus musculus with 6 samples. Its data were reported in "NFAT5/TonEBP Limits Pulmonary Vascular Resistance in the Hypoxic Lung by Controlling Mitochondrial Reactive Oxygen Species Generation in Arterial Smooth Muscle Cells" (2021).

How the data were processed

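Total RNA from 6 lung lobes was measured on GeneChip Mouse Gene 2.0 ST arrays, 1 array per mouse. All mice were males kept for 7 days at 10% oxygen. 3 lungs came from Nfat5fl/fl mice, the controls, in which an exon of Nfat5 is flanked by recombination sites but intact, and 3 came from Nfat5(SMC)-/- mice, in which a tamoxifen-inducible Cre recombinase removes it from smooth muscle cells (SMCs). Mice are numbered 1, 2 and 4 in each group, as in the sample labels. By the study's methods the Nfat5(SMC)-/- mice received tamoxifen and the controls the carrier oil alone. Normoxic lungs were not analysed here.

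The deposited values are log2 expression levels that the authors made with RMA (named in the submitters' processing notes; its version is not given in the sources used here) and quantile normalisation, with probes regrouped into 1 probe set per Entrez gene by a custom chip definition of version 22. Quantile normalisation gives every array the same distribution. The sorted values of each array lay within 0.0015 of their mean over the 6 arrays, so a shift shared by all genes cannot be seen, and each difference is relative to the other genes. The table holds 25428 probe sets. The platform table gave 1 symbol for 24705 of them, an updated gene table gave a symbol for others, and in all 25269 had 1 symbol, 159 had none and 0 had several. That gene table belongs to the mouse assembly GRCm38.p6. Because no genome build is given for the files, no coordinates are printed. The table was used for names, for gene biotypes (20236 probe sets were protein-coding) and for the genomic span of each gene, introns included, which 25237 probe sets had. Span stands in for transcript length, which was not measured here.

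Differences are Nfat5(SMC)-/- minus Nfat5fl/fl on the log2 scale. They were tested gene by gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, all 6 lungs, no covariate) with Benjamini-Hochberg adjustment over all probe sets at 0.05. No filter on level was applied. Values are means ± SD with n = 3 lungs per group. An exact permutation test of 3 against 3 lungs cannot go below p = 0.1, so none is given for single genes. Gene lists were tested with limma's camera, which compares a list with all other genes, at a preset correlation between genes of 0.01, with adjustment over the 53 lists that had at least 3 measured members. 54 lists were written: energy metabolism, smooth muscle contraction, stress, inflammation and hypoxia, matrix, clock genes, other tissues and cell types that a lung lobe holds or can carry along, housekeeping genes of short and of long span, and 1 list of mitochondrial genome transcripts with 0 measured members. For each list the median difference, a 95% interval from 10000 bootstrap draws of its members, and the number of members past the threshold over all genes and over the list alone were also computed. The bootstrap treats genes as independent, which they are not.

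The groups, tests, gene lists and alternatives were fixed before the data were examined, as was the rule for the genes named in the text. The rule takes Nfat5; the genes that the study names for these lungs; the 10 highest and the 10 lowest differences among protein-coding genes that pass the test and lie above the median level in at least 1 group; up to 4 members of each described list with the smallest p in the direction of the list median and up to 2 against it; and up to 4 members with the highest level for lists of other cell types. Genes named outside this rule are said to have been chosen after their values were seen. A few genes that the rule takes are not reported here.

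Alternatives were the methods' t-test, which equals a one-way comparison of 2 groups, limma with a mean-dependent or a robust prior, array weights, cyclic loess, filters on low levels, the mouse number as a replicate block, a loess correction of each array for gene span (span of the curve 0.3), the mean of the cardiac muscle or of the brown adipocyte list as a covariate, each lung left out in turn, and for lists an estimated correlation, fry and fgsea 1.28.0. 4 more were chosen after seeing the data: the adipocyte list mean as a covariate, the span correction with its curve fitted to the brighter genes, both lungs that stood apart left out together, and the list of contraction regulators without the 7 genes that the study names. Lists were also set against 10000 random lists whose members were drawn from the 200 genes nearest to each member in level and span. The draws treat genes as independent, so the spread of the random medians is too narrow for lists of correlated genes.

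The gene test was tested on simulated data with 25428 genes at the spread of these arrays and 200 changed genes. It recovered 0% of them at a log2 change of 0.5, 39% at 1 (6 of 84 calls were false) and 84% at 2 (9 of 177 calls were false). In simulated data with 1 raised list, camera gave it an adjusted p of 5.32e-27 and called 0 of 19 unchanged lists. Genes were drawn independently in that simulation, so it cannot show how often camera calls unchanged lists of correlated genes. A simulated span trend with a median of -0.49 in long genes was at 0.0044 after the correction. On the measured arrays the same correction took the rank correlation of difference and span among brighter genes from -0.422 to -0.206, and only the curve fitted to the brighter genes took it to 0.0025. The number of arrays limits the precision.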

Results

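Expression was measured in the lungs of 6 male mice after 7 days of hypoxia at 10% oxygen. 3 lungs were from Nfat5fl/fl controls and 3 from Nfat5(SMC)-/- mice, whose smooth muscle cells lack the transcription factor NFAT5. The comparison asks how the loss of NFAT5 in SMCs changes the transcriptome of the hypoxic lung. Mean correlations of each array with the others of its group lay between 0.970 and 0.991. With the other group they lay between 0.960 and 0.983, and for Nfat5(SMC)-/- mice 2 and 4 they were higher with the controls (0.981 and 0.983) than with their own group (0.980 and 0.981). The first principal component held 49.6% of the variance. On it the lung of Nfat5(SMC)-/- mouse 1 lay at 55.8, those of Nfat5(SMC)-/- mice 2 and 4 at 3.57 and 3.12, and the controls between -21.6 and -20.1.

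Nfat5 (Entrez gene 54446), the targeted gene, was measured at 9.0 ± 0.33 (SD, n = 3) on the log2 scale in control lungs and at 7.95 ± 0.26 (n = 3) in Nfat5(SMC)-/- lungs. The levels were 9.18, 8.62 and 9.21 in control mice 1, 2 and 4 and 8.23, 7.72 and 7.89 in Nfat5(SMC)-/- mice 1, 2 and 4, so that all 3 Nfat5(SMC)-/- lungs lay below all 3 controls. The difference of -1.06 (SE 0.20) had an adjusted p of 0.0707 in limma and did not pass the threshold. Without Nfat5(SMC)-/- mouse 1 it was -1.20 with an adjusted p of 0.044, in a range of 0.0089 to 0.931 over 21 alternatives. Which probes lie in the deleted part of the gene is not given in the sources used here, and cells other than SMCs keep Nfat5.

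Genes of fat cells headed the list of higher genes. Cidec and Plin1, which coat lipid droplets, were higher in Nfat5(SMC)-/- lungs by 2.71 and 1.98 on the log2 scale, Cfd, the secreted fat cell protease adipsin, by 2.50, and Dgat2 and Agpat2, enzymes of triglyceride synthesis, by 2.47 and 1.66. The other 5 of the 10 highest were Mrap (2.52), a melanocortin receptor accessory protein, A530016L24Rik (1.77), Pcx (1.67), the pyruvate carboxylase, Ddit4 (1.64), an inhibitor of mTORC1 signalling, and Acss2 (1.54), an acetyl-CoA synthetase. The 10 lowest were Dnah12 (-1.34) and Cfap44 (-1.24), which encode parts of the ciliary axoneme, the clock transcription factor Npas2 (-1.31), Rbm12b2 (-1.29), Ints6l (-1.25), Ptar1 (-1.20), the nuclear envelope protein Syne1 (-1.17), the DNA demethylating enzyme Tet2 (-1.15), Synj2bp (-1.14) and Nbeal1 (-1.12). For each of these 20 genes all 3 Nfat5(SMC)-/- lungs lay on one side of all 3 controls, and adjusted p in limma lay between 0.0416 and 0.0494.

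In all, 66 genes rose and 142 fell at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 4906 genes, against 1271 expected by chance, and 6833 genes (26.9%) had no overlap between the groups, where chance gives 10%. The count of 208 rested on few lungs. It was 0 in limma without control mouse 1, 2 or 4 or without Nfat5(SMC)-/- mouse 2 or 4, and 980 without Nfat5(SMC)-/- mouse 1. Without both lungs that stood apart, Nfat5(SMC)-/- mouse 1 and control mouse 2, it was 1452 (548 higher and 904 lower), an alternative chosen after seeing the data. The methods' t-test called 0 genes after adjustment and 3951 (1562 higher and 2389 lower) at an unadjusted p under 0.05. After cyclic loess 1 gene passed, which was higher, and after the correction for gene span 20 were higher and 21 lower. Of the 53 tested gene lists camera called 21 as higher and 6 as lower. With an estimated correlation it called 0 (10 lists had an unadjusted p under 0.05), while fgsea called 24 and fry 11.

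**Figure D1:**
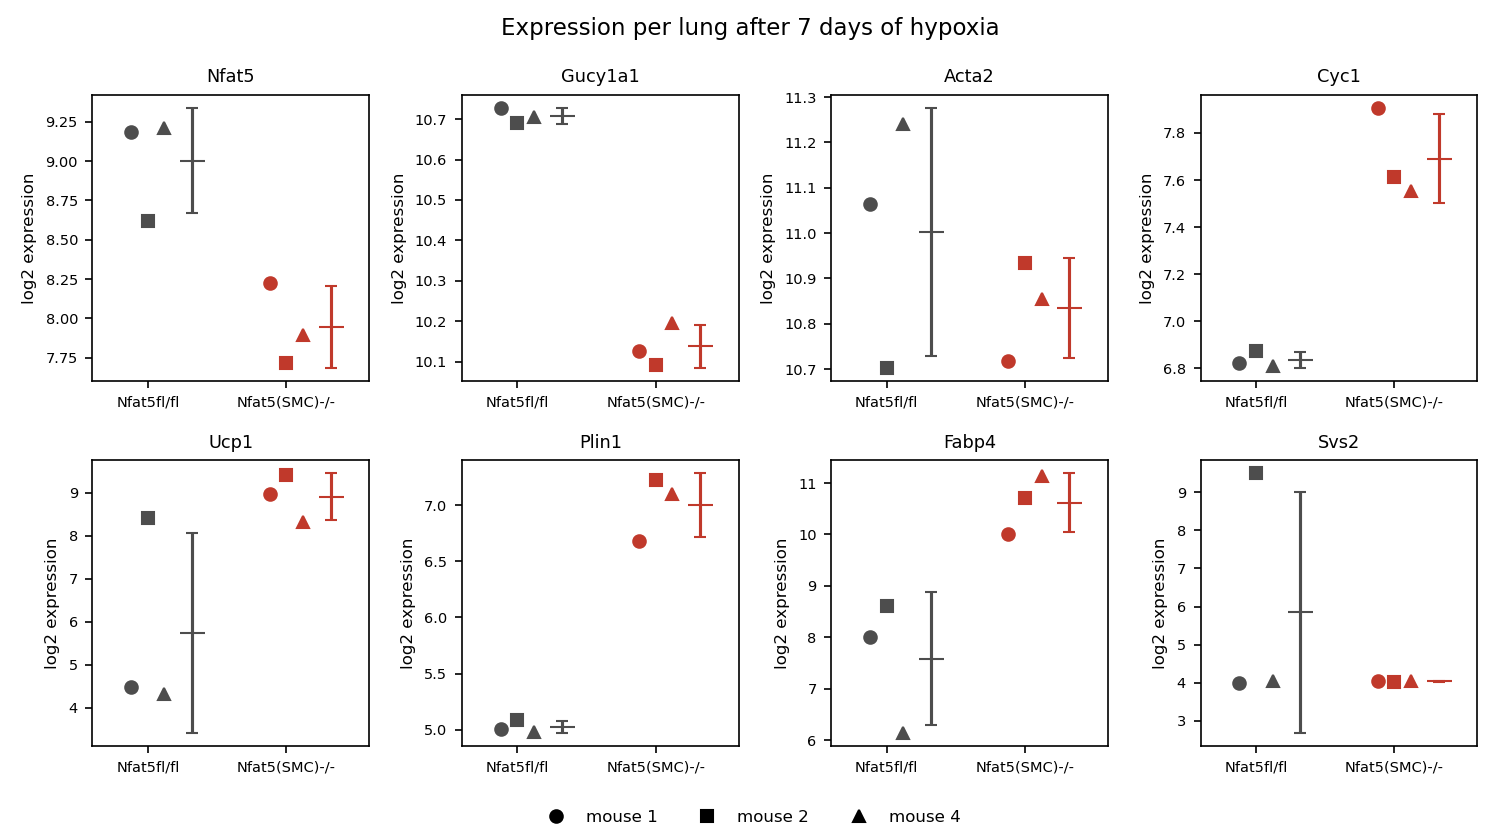
Expression of 8 genes in each lung (log2 scale, vertical axis) by genotype, with the mean and SD of 3 lungs beside the points and symbols for the mouse number. Nfat5 and Gucy1a1 were lower and Cyc1, Plin1 and Fabp4 higher in each Nfat5(SMC)-/- lung than in any control, Acta2 overlapped, and the control lung of mouse 2 stood apart for Ucp1 (8.42) and Svs2 (9.50).

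Subunits of the respiratory chain and ATP synthase were higher in Nfat5(SMC)-/- lungs. Of 69 measured subunits of oxidative phosphorylation (OXPHOS), 59 were higher, and the median difference was 0.35 (95% interval 0.28 to 0.40). 4 rose over all genes, among them Cyc1 of complex III (0.85), Cox4i1 of complex IV (0.79) and Atp5e of ATP synthase (0.76), each higher in all 3 Nfat5(SMC)-/- lungs than in all 3 controls. Adjusted over the list alone, 27 were higher and 1 lower. Against the direction of the list, Atp5h was at -0.27, the 1 lower adjusted over the list alone, and Cox7b at -0.10, and neither passed over all genes. The medians were 0.36 in complex I, 0.28 in complex II, 0.36 in complex III, 0.38 in complex IV and 0.17 in ATP synthase. With 1 lung left out they ranged over 0.30 to 0.41, 0.22 to 0.34, 0.23 to 0.57, 0.26 to 0.41 and 0.11 to 0.27, and camera called each of the 5 every time. Other alternatives ended some of these calls. ATP synthase was not called with the span curve fitted on brighter genes (0.05, adjusted p = 0.0929), nor complex II among genes above the median level (adjusted p = 0.0757). The brown adipocyte covariate ended the calls for complexes II and III and ATP synthase. The adipocyte covariate or an estimated correlation ended all 5. The list passed camera (adjusted p = 4.77e-13), but not with an estimated correlation (adjusted p = 0.239 with an estimated correlation; range over 23 alternatives 5.64e-16 to 0.239). With the preset correlation camera also called the OXPHOS list in most divisions of the lungs that mixed the genotypes. Those divisions hold the genotypes in unequal shares and can carry part of a genotype difference. They therefore do not settle whether this call is tied to genotype. The 3 isoforms of cytochrome c oxidase that striated muscle and brown fat prefer were also higher, Cox8b by 1.63, Cox7a1 by 0.75 and Cox6a2 by 0.55, with an adjusted p of 0.0077 for the list and adjusted p = 0.239 with an estimated correlation (range over 23 alternatives 0.000902 to 0.520). None of the 3 passed over all genes in limma, and all 3 passed adjusted over the list alone and at an unadjusted p under 0.05. The ubiquitous isoforms of the same subunits had a median of 0.42 (0.26 without Nfat5(SMC)-/- mouse 1 to 0.48 without control mouse 4) and did not pass (adjusted p = 0.153).

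Genes of the tricarboxylic acid (TCA) cycle and of pyruvate entry were higher as well. Of 26 genes 23 were higher, with a median of 0.28 (adjusted p = 7.44e-07, and adjusted p = 0.355 with an estimated correlation, in a range of 5.41e-10 to 0.985 over 23 alternatives). Pcx rose over all genes, and 6 genes were higher adjusted over the list alone. Pdhb, a subunit of pyruvate dehydrogenase, was at 0.64, the aconitase Aco1 at 0.45 and the citrate synthase Cs at 0.37, all without overlap between the groups. Of 22 genes of mitochondrial fatty acid oxidation 18 were higher, with a median of 0.20 (adjusted p = 0.0162, and adjusted p = 0.599 with an estimated correlation, in a range of 2.66e-06 to 0.599 over 23 alternatives). Limma called 0 of them over all genes, 1 adjusted over the list alone and 9 at an unadjusted p under 0.05. Acsl1 (1.05), Acads (0.68), Acadvl (0.66) and Etfb (0.58) had the smallest p among those higher, and Acsl4 (-0.48) and Acsl3 (-0.46) among those lower. The oxidation list was not called without control mouse 4 (median 0.15, adjusted p = 0.0828), Nfat5(SMC)-/- mouse 2 (0.12, adjusted p = 0.0776) or Nfat5(SMC)-/- mouse 4 (0.20, adjusted p = 0.0559).

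Genes with PPAR response elements went both ways. Of 18 measured, 11 were higher and 7 lower, with a median of 0.17 (adjusted p = 0.0282, and adjusted p = 0.383 with an estimated correlation, in a range of 0.002 to 0.910 over 23 alternatives). Fabp4, the fatty acid binding protein of fat cells and capillaries, was at 3.04, Pdk4, which inhibits pyruvate dehydrogenase, at 1.20, Ucp3 at 0.54 and lipoprotein lipase Lpl at 0.47, while the fatty acid transporter Cd36 was at -0.32. Limma called 0 of the 18 over all genes, 6 at an unadjusted p under 0.05 and, adjusted over the list alone, 5 as higher and 1 as lower. The list was not called without control mouse 4 (median 0.13, adjusted p = 0.0594) or Nfat5(SMC)-/- mouse 4 (0.14, adjusted p = 0.0939). Pparg itself was at 0.58 (adjusted p = 0.292), higher than all 3 controls in 2 of 3 Nfat5(SMC)-/- lungs.

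Markers of fat tissue moved with these metabolic genes. All 22 genes of the adipocyte list were higher, with a median of 1.21 (95% interval 0.98 to 2.09; adjusted p = 3.23e-16, and adjusted p = 0.239 with an estimated correlation, in a range of 5.5e-28 to 0.239 over 22 alternatives). 5 rose over all genes and 19 adjusted over the list alone. The adipokine genes Retn and Adipoq, chosen after their values were seen, were at 2.79 and 2.49 and did not pass over all genes. The mean of the list in each lung, relative to all 6, was -0.62, -0.59 and -1.07 in control mice 1, 2 and 4 and 0.37, 0.85 and 1.06 in Nfat5(SMC)-/- mice 1, 2 and 4. Of 18 brown adipocyte genes 15 were higher, with a median of 0.15 (0.11 without Nfat5(SMC)-/- mouse 2 to 0.24 without Nfat5(SMC)-/- mouse 1) and a mean of 0.48 (adjusted p = 0.0066, and adjusted p = 0.282 with an estimated correlation, in a range of 0.000238 to 0.999 over 22 alternatives). Limma called 0 of them over all genes, 2 adjusted over the list alone and 8 at an unadjusted p under 0.05. Ucp1, the uncoupling protein of brown fat, was at 4.47, 8.42 and 4.32 in control mice 1, 2 and 4 and at 8.97, 9.41 and 8.32 in Nfat5(SMC)-/- mice 1, 2 and 4. Its difference of 3.17 (SE 1.11) had an adjusted p of 0.198. Cidea, another brown fat gene, was at 2.08 (adjusted p = 0.137). Elovl3, also named as a brown fat gene before the data were examined, was at 0.08 (adjusted p = 0.636). Its level was 4.12 to 4.38 in all 6 lungs, near the lower quartile of the arrays (4.30), so a change in it could be missed. In the control lung of mouse 2 Ucp1 lay 4.02 above the mean of the other 2 controls, and the mean of the OXPHOS list lay 0.14 above theirs. The cardiac muscle list had a median of 0.02 and did not pass (-0.0099 to 0.06 with 1 lung left out; adjusted p = 0.829), and its abundant members Actc1 and Tnnt2 were at -0.17 and -0.35.

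**Figure D2:**
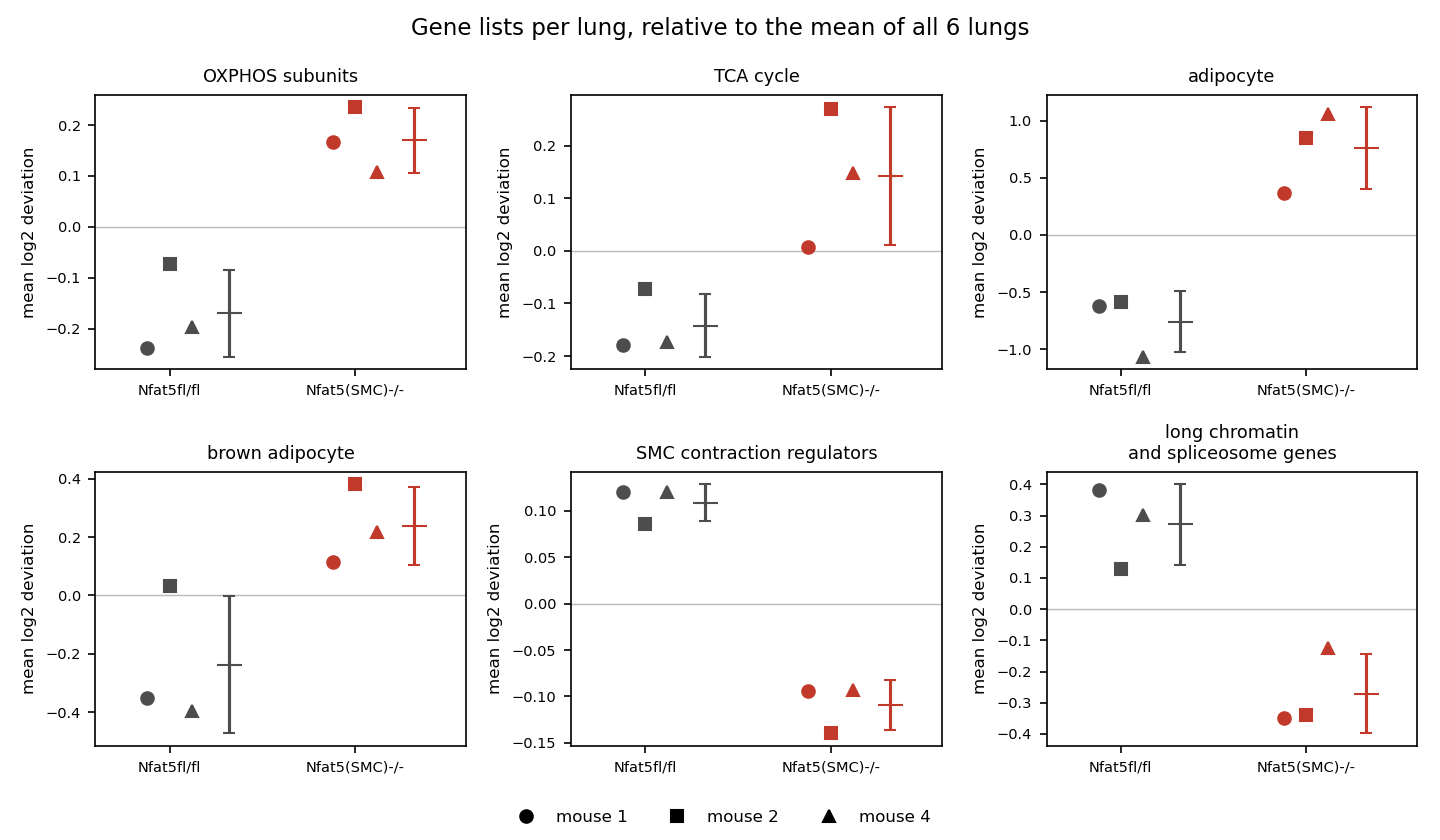
Mean log2 deviation of 6 gene lists in each lung from the mean of all 6 lungs (vertical axis) by genotype, with the mean and SD of 3 lungs beside the points. The adipocyte list lay between -1.07 and -0.59 in controls and between 0.37 and 1.06 in Nfat5(SMC)-/- lungs, and each of the 6 lists separated the genotypes.

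Genes that define the contractile smooth muscle cell differed little. Acta2, Tagln and Myh11 were at -0.17, -0.19 and -0.15 with overlapping groups (adjusted p = 0.594, 0.407 and 0.556). Of 18 SMC markers 11 were lower and 7 higher, with a median of -0.09 (adjusted p = 0.186). Limma called 0 over all genes, 3 as lower adjusted over the list alone and 4 at an unadjusted p under 0.05. Itga8 (-0.46), Mylk (-0.34) and Cald1 (-0.26) had no overlap between the groups, nor had Smtn, which was higher (0.17). Without control mouse 2 the list median was -0.15 and the list was called lower (adjusted p = 0.0142, in a range of 0.0142 to 0.904 over 23 alternatives). The growth factor gene Pdgfb (-0.07), its receptor Pdgfrb (-0.24) and Vim (-0.06) did not pass either.

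Receptors, channels and kinases that set smooth muscle tone were lower. Of 40 such regulators 29 were lower, with a median of -0.29 (95% interval -0.37 to -0.11; adjusted p = 0.000299, and adjusted p = 0.222 with an estimated correlation, in a range of 4.89e-05 to 0.970 over 24 alternatives). 7 of the 40 are named by the study as lower in these lungs. Without them the other 33, a list formed after the data were seen, had a median of -0.14 (95% interval -0.29 to -0.06; 22 lower; adjusted p = 0.0244, and adjusted p = 0.239 with an estimated correlation), 10 were lower and 2 higher adjusted over the list alone, and the 33 were not called without Nfat5(SMC)-/- mouse 2 (-0.11, adjusted p = 0.0655). Gucy1a1, the alpha subunit of the nitric oxide receptor, fell by 0.57, from 10.71 ± 0.02 to 10.14 ± 0.05 (SD, n = 3 each; adjusted p = 0.0416), and was the single member called over all genes. Adjusted over the list of 40 alone, 17 were lower and 3 higher. The calcium channel gene Cacna1c was at -0.77 (adjusted p = 0.0719), the endothelin receptor Ednra at -0.44 (0.0685), the phospholipase Plcb1 at -0.70 (0.0634), the cGMP-dependent kinase Prkg1 at -0.71 (0.113) and Gucy1b1 at -0.39 (0.0601), each lower in all 3 Nfat5(SMC)-/- lungs than in all 3 controls. These last 5 are among the 7 that the study names from these lungs, so their count is not independent evidence of a fall. Limma called 0 of the 7 over all genes and 7 adjusted over the list alone and at an unadjusted p under 0.05, and their median was -0.69 (adjusted p = 3.89e-06, and adjusted p = 0.222 with an estimated correlation, in a range of 1.05e-07 to 0.299 over 23 alternatives). The potassium channel gene Kcnk3 (1.02) and Gna12 (0.38) were higher adjusted over the list alone but did not pass over all genes. After the correction for gene span the median was -0.12 for the 40 regulators (adjusted p = 0.0934) and -0.07 for the 33 (adjusted p = 0.715).

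Gene span moved with genotype. Among the 12672 brighter genes with a span, the median difference went from 0.27 in the shortest of 10 equal bins of span (median span 1.12 kb) to -0.25 in the longest (188 kb), and the rank correlation of difference and span across genes was -0.422. Genes are not independent replicates. Called higher genes had a median span of 10.6 kb and called lower genes one of 67.4 kb. The list labelled long chromatin and spliceosome genes holds 40 very long genes, of chromatin and of other functions, and no spliceosome gene. Of the 40, 39 were lower, with a median of -0.59 (adjusted p = 8.99e-17, and adjusted p = 0.255 with an estimated correlation, the highest over 23 alternatives). Over all genes 1 was called, the cytoskeletal linker Macf1 (-0.98), and 30 adjusted over the list alone. The histone methyltransferase Kmt2c was at -0.86 (adjusted p = 0.0622). Lists of short housekeeping genes were higher, mitochondrial ribosomal proteins by a median of 0.21 (31 of 45 higher; adjusted p = 0.000978, and adjusted p = 0.355 with an estimated correlation), cytosolic ribosomal proteins by 0.13 (25 of 37; adjusted p = 0.0189, and adjusted p = 0.239 with an estimated correlation) and the proteasome by 0.12 (22 of 29; up to 0.22 without Nfat5(SMC)-/- mouse 4; adjusted p = 0.0077, and adjusted p = 0.343 with an estimated correlation). Over 23 alternatives their adjusted p ranged from 6.93e-05 to 0.561, 0.0015 to 0.834 and 0.000395 to 0.691. Limma called 0 members of these 3 lists over all genes, 0, 0 and 3 adjusted over the list alone and 13, 7 and 9 at an unadjusted p under 0.05. After the correction for gene span the list of very long genes was at -0.43 (adjusted p = 6.64e-11), and at -0.36 (adjusted p = 1.71e-05) with the curve fitted on brighter genes. The mitochondrial ribosomal list was then at 0.16 and 0.07 (adjusted p = 0.0091 and 0.037), the proteasome at 0.14 and 0.13 (adjusted p = 0.0068 and 0.0092) and the cytosolic ribosomal list, no longer called, at 0.06 and -0.13 (adjusted p = 0.280 and 0.834). The cytosolic ribosomal list was not called without Nfat5(SMC)-/- mouse 2 (median 0.12, adjusted p = 0.0575).

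**Figure D3:**
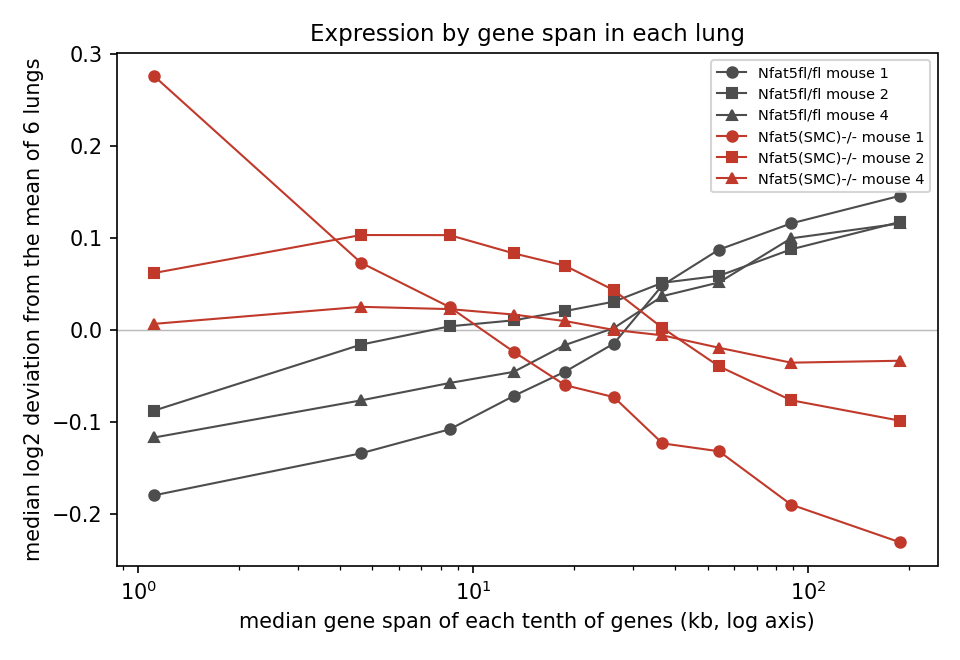
Median log2 deviation of the brighter genes from the mean of all 6 lungs (vertical axis) in 10 equal bins of gene span (horizontal log axis, kb), 1 line per lung. The 3 control lungs went from negative values in the shortest bin to between 0.12 and 0.15 in the longest, and Nfat5(SMC)-/- mice 1, 2 and 4 went from 0.28, 0.06 and 0.0065 to -0.23, -0.10 and -0.03, so that the trend was steepest in mouse 1.

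Genes of the hypoxic and inflammatory response showed no shift as groups. Of 26 hypoxia response genes 18 were higher, with a median of 0.06 (0.02 to 0.10 with 1 lung left out; adjusted p = 0.363). 1 was called over all genes, and 2 were higher and 3 lower adjusted over the list alone. Ddit4 rose by 1.64, Vegfa was at -0.38 (adjusted p = 0.0947), Ldha at 0.06 (0.737), and the hypoxia-inducible transcription factor gene Hif1a, which is not in the list, at -0.48 (0.0618). The 24 inflammatory and NF-kB genes had a median of -0.02 (-0.05 to 0.0069 with 1 lung left out; adjusted p = 0.436). Limma called 0 of them over all genes or adjusted over the list alone and 4 at an unadjusted p under 0.05. The 11 targets of NFAT5 under osmotic stress had a median of 0.11 and a mean of -0.10 (adjusted p = 0.379). The median was negative without control mouse 1 (-0.05), control mouse 2 (-0.40) or Nfat5(SMC)-/- mouse 4 (-0.35). Limma called 0 of them over all genes or adjusted over the list alone and 5, all lower, at an unadjusted p under 0.05. Among them Ptgs2, the inducible cyclooxygenase, was at -0.72 (0.170), lower in all 3 Nfat5(SMC)-/- lungs.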

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

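The alternatives chosen after the data were seen were the adipocyte covariate, the span correction fitted on brighter genes, leaving out both lungs that stood apart and leaving the 7 genes named by the study out of the SMC contraction regulators. Genes changed numbered 208. The count was 0 with the methods' t-test, 2 with the eBayes trend, 1 with cyclic loess, 112 among genes above the median level, 41 with the span correction, 0 with the cardiac muscle, brown adipocyte or adipocyte covariate, 0 with the span correction fitted on brighter genes, 0 to 980 with 1 lung left out, 1452 without both lungs that stood apart, 3263 with array weights, 1375 at an adjusted p under 0.1 and 4906 at an unadjusted p under 0.05. The mouse numbers gave correlations of deviations of 0.133, 0.411 and 0.078 for mice 1, 2 and 4. Pairs with different numbers had correlations from -0.329 to 0.145, the highest for control mouse 1 with Nfat5(SMC)-/- mouse 4. These values do not settle whether lungs with the same mouse number belong together. With that number as a replicate block the count was 0, also with the span correction added, and 27 gene lists were called, the same 27. The count of called gene lists, 27, was 19 to 28 with 1 lung left out, 15 with the brown adipocyte covariate, 2 with the adipocyte covariate, 11 with fry and 0 by camera with an estimated correlation. Both fat covariates differ between the genotypes in every or nearly every lung, so they remove part of any difference between the genotypes, that of Nfat5 included (to -0.33 and -0.10), and a sign turned by them says nothing of its cause. List medians were then 0.19 (adjusted p = 0.0028, still called) and 0.18 for OXPHOS, 0.0821 and -0.0608 for the TCA cycle, -0.14 and -0.37 for fatty acid oxidation, 0.0712 and -0.27 for PPAR targets, 0.0269 and 0.0158 for SMC markers, with the brown adipocyte covariate first where 2 values are given, and -0.20 (still called) and -0.36 for SMC contraction regulators. Without the 7 genes named by the study the regulators were at -0.14 and still called (adjusted p = 0.0244). An estimated correlation left the medians as they are and ended the calls for OXPHOS (0.35), the TCA cycle (0.28), fatty acid oxidation (0.20), PPAR targets (0.17), the SMC contraction regulators (-0.29) and the adipocyte list (1.21). Correlation between members does not account for all of this. For the regulators the estimate was -0.0128, below the preset 0.01, and camera's unadjusted p still went from 3.95e-05 to 0.0084. Fry ended the calls for the TCA cycle, fatty acid oxidation and PPAR targets. With only genes above the median level PPAR targets (0.19) were not called. The span correction gave -0.12 for the regulators and 0.0219 for SMC markers, the same with the replicate block added, and fitted on brighter genes -0.0735 and 0.0168. Without both lungs that stood apart the SMC markers were called lower (-0.17). With 1 lung left out the medians were 0.28 to 0.38 for OXPHOS, 0.22 to 0.31 for the TCA cycle, 0.12 to 0.32 for fatty acid oxidation, 0.13 to 0.27 for PPAR targets, -0.15 to -0.0089 for SMC markers, -0.31 to -0.25 for the regulators and 1.11 to 1.5 for the adipocyte list. Nfat5 was -1.25 to -0.94 with 1 lung left out, and passed at -1.29 with array weights and -1.39 without both lungs that stood apart. Of 2032 values of 97 named genes under the alternatives, 41 had the other sign, in 27 genes. With the adipocyte covariate these were Acta2 0.0396, Tagln 0.18, Myh11 0.19, Pdgfb 0.32, Prkg1 0.32, Ldha -0.0205, Pparg -0.65, Aco1 -0.10, Cs -0.0628, Acadvl -0.10, Fabp4 -1.10, Lpl -0.0699, Pdk4 -0.0734, Adipoq -1.08, Cidea -0.10, Per1 -0.26, Arntl 0.57, Eif2s3y 0.33, Ddx3x 0.28, Kdm5c -0.29, Ddx3y 0.65 and Uty 0.54. With the brown adipocyte covariate they were Acta2 0.15, Myh11 0.22, Ucp1 -0.62, Acadvl -0.0316, Etfb -0.0212, Cidea -0.15, Actc1 0.24 and Uty 0.11. Fitting the span correction on brighter genes gave Myh11 0.0503 and Ldha -0.0011, cyclic loess Vim 0.014, leaving out control mouse 2 Pdgfb 0.0029 and Kdm5c -0.0079, control mouse 4 Kdm5c -0.0274, Nfat5(SMC)-/- mouse 4 Pdgfb 0.12 and Kdm5c -0.0148 (Kdm5c was -0.0274 to 0.0697 with 1 lung left out) and Nfat5(SMC)-/- mouse 1 Vim 0.0078, and leaving out both lungs that stood apart Pdgfrb 0.0015 and Vim 0.028. Where fewer genes or fewer lungs do not account for a change, the cause was not tested. Quantile normalisation and median centring were not run again because the arrays already share their quantiles. On arrays, genes near the background level show reduced differences.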

Other observations

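Tests chosen after the result was seen were both on the adipocyte list, the count of lists over splits of the lungs, the comparison with random lists matched on level and span, the span curve fitted on brighter genes and the regulators without the genes named by the study. Of the clock genes Npas2 fell by 1.31. Clock was at -0.76 (adjusted p = 0.0514) and Arntl, chosen after its values were seen, at -0.93 (0.158). In the other direction Per1 was at 1.48 (0.105) and Dbp at 1.80 (0.161). Each of these 4 was without overlap between the groups, and none passed the threshold. Clock genes depend on the hour of sampling, which was not examined here. Since these genes moved in opposite directions, a list median and camera, which look for a shared direction, can miss such a change. The list of 18 clock genes had a median of 0.32 (0.20 without Nfat5(SMC)-/- mouse 4 to 0.37 without Nfat5(SMC)-/- mouse 2) and did not pass (adjusted p = 0.348), with 1 member higher and 2 lower adjusted over the list alone. It was called only without both lungs that stood apart (0.43, adjusted p = 0.017, the lowest over 23 alternatives). The complement genes C1qa (0.49), C1qb (0.65) and C1qc (0.92) of macrophages were higher in all 3 Nfat5(SMC)-/- lungs (adjusted p = 0.0895, 0.0653 and 0.0513), but the list of monocytes and interstitial macrophages was at 0.01 (-0.03 to 0.12 with 1 lung left out; adjusted p = 0.340). The B and plasma cell list had a median of 0.33 (13 of 14 higher; adjusted p = 0.0077, and adjusted p = 0.510 with an estimated correlation, the highest over 23 alternatives); limma called 0 members over all genes or adjusted over the list alone and 4 at an unadjusted p under 0.05. It was not called without control mouse 2 (0.24, adjusted p = 0.081) or Nfat5(SMC)-/- mouse 4 (0.34, adjusted p = 0.0799). Among endothelial genes Ptprb was at -0.68 (adjusted p = 0.0514) and the angiopoietin receptor Tek at -0.43 (0.0548), and the list of 19 at -0.05 (-0.16 to -0.04 with 1 lung left out; adjusted p = 0.234). Hspb1, a small heat shock protein, rose by 0.62 (adjusted p = 0.0416); its list had a median of 0.18 (11 of 13 higher; adjusted p = 0.0122, and adjusted p = 0.239 with an estimated correlation, in a range of 0.000748 to 0.691 over 23 alternatives), 4 members were higher adjusted over the list alone, and the list was not called without Nfat5(SMC)-/- mouse 4 (-0.02, adjusted p = 0.198). The matrix genes Postn and Col1a1 were at -0.71 (0.0719) and 0.31 (0.103), each without overlap, and neither passed over all genes. Their list was called higher, with a median of 0.15 (19 of 29 higher; adjusted p = 0.048, and adjusted p = 0.599 with an estimated correlation, in a range of 9.37e-06 to 0.994 over 23 alternatives). Of the 29 genes limma called 0 over all genes, 1 higher and 1 lower adjusted over the list alone and 8 at an unadjusted p under 0.05. The matrix list was not called without control mouse 4 (0.13, adjusted p = 0.182), Nfat5(SMC)-/- mouse 2 (0.11, adjusted p = 0.227) or Nfat5(SMC)-/- mouse 4 (0.13, adjusted p = 0.0939).

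Ccdc39, needed to assemble motile cilia, fell by 0.89 (adjusted p = 0.0431), while Foxj1, the transcription factor of ciliated cells, was at 0.66 (0.166). The ciliated cell list had a median of -0.21 (12 of 15 lower; adjusted p = 0.0417, and adjusted p = 0.599 with an estimated correlation, in a range of 6.11e-05 to 0.707 over 23 alternatives), with 1 member called over all genes and 2 lower adjusted over the list alone, and was not called without control mouse 2 (-0.12, adjusted p = 0.295), control mouse 4 (-0.27, adjusted p = 0.0543) or Nfat5(SMC)-/- mouse 1 (-0.05, adjusted p = 0.108). All 4 measured genes of the Y chromosome were lower, Kdm5d (-0.75), Eif2s3y (-0.69), Ddx3y (-0.61) and Uty (-0.45). Over all genes limma called 0 of them, the first 2 passed adjusted over the list of sex genes alone and at an unadjusted p under 0.05, and that list passed camera (adjusted p = 0.0122, and adjusted p = 0.239 with an estimated correlation, in a range of 0.000238 to 0.985 over 23 alternatives). Of 3 X-linked partners Ddx3x was at -0.52, Kdm6a at -0.46 and Kdm5c at 0.01; these last were chosen after their values were seen. Xist lay between 4.16 and 4.30 in all 6 lungs. The long noncoding RNA Fendrr fell by 1.31 (adjusted p = 0.0444), and Neat1 and Malat1 were at -1.01 (0.105) and -0.50 (0.075), all 3 chosen after their values were seen. In the lung of Nfat5(SMC)-/- mouse 1, 18 of 107 small nucleolar RNAs lay more than 2 above every other lung, with Snora73a at 10.37 against 5.65 to 6.74. In the control lung of mouse 2 Svs2, a seminal vesicle secretory gene, was at 9.50 against 3.98 to 4.05 in the others, and Pate4 at 5.97 against at most 4.0, while the epididymal gene Crisp1 was at 9.71 there but also at 7.22 in control mouse 1 and 7.69 in Nfat5(SMC)-/- mouse 1, against 4.25 to 5.32 in the rest; these genes were chosen after their values were seen. The mean of the skeletal muscle list ranged from -1.02 to 0.92 among the Nfat5(SMC)-/- lungs and from -0.79 to 0.78 among controls.

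The rise of the OXPHOS genes came with a rise of fat cell genes and with the trend over gene span. Heart muscle is argued against as its whole cause, since the cardiac list had a median of 0.024 (95% interval -0.11 to 0.11) where OXPHOS had 0.35. Gene span is argued against as its whole cause as well. OXPHOS kept 0.29 (0.25 to 0.35) after the span correction, which left a rank correlation with span of -0.206. With the curve fitted on brighter genes, which left 0.0025, it kept 0.23 (0.19 to 0.29). Of the random lists matched on level and span, 95% had medians of 0.02 to 0.18. Transcript length, for which span stands in, was not measured, and the list of very long genes stayed at -0.43 and -0.36 after these corrections. A bias by transcript length therefore stays open. Brown fat, which is rich in mitochondria, may contribute and cannot be told apart from a change within lung cells. The brown adipocyte list had a median of 0.15 (0.11 to 0.24 with 1 lung left out) with an interval (0.06 to 0.36) that reaches the OXPHOS median, and fat markers follow genotype. Within controls, the lung with 4.02 more Ucp1 lay 0.14 above the other controls in the OXPHOS mean, 37.2% of the genotype difference of 0.39 without that lung. The Nfat5(SMC)-/- lungs lay 0.49 above that lung in Ucp1 and 0.24 above it in the OXPHOS mean. That lung did not match them in fat genes. Its brown adipocyte list mean was 0.03 against 0.24 in the Nfat5(SMC)-/- lungs, and its adipocyte list mean -0.59 against 0.76. Loss of NFAT5 in SMCs, and tamoxifen, which only the Nfat5(SMC)-/- mice received, stay open and were not tested in these lungs. In cultured pulmonary artery SMCs under hypoxia, the study deleted Nfat5 with an adenovirus carrying Cre. It reports higher transcripts of subunits of all OXPHOS complexes and higher respiration there. Whether the rise in these lungs came from SMCs was not measured here.

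The fall of the SMC contraction regulators rests in part on the 7 genes that the study names as lower in these lungs, since the other 33 had a median of -0.14 where all 40 had -0.29. A bias by gene span could account for part of it, since the 40, with a median span of 118 kb, were at -0.12 (95% interval -0.23 to 0.03) after the span correction and -0.07 with the curve fitted on brighter genes, and the other 33 at -0.07 (-0.14 to 0.06) and -0.02, with the calls ended, while the 7 stayed called at -0.51 (adjusted p = 0.00022) and -0.30 (adjusted p = 0.014) but, named from these lungs, give no independent test. Of the random lists matched on level and span, 95% had medians of -0.24 to -0.03 for the 40, which lay at percentile 0.3 (the 7 lay at percentile 0.04), but of -0.24 to -0.0017 for the 33, which lay at percentile 35.7. The comparison fixed before the data were examined set the SMC markers against all 40 regulators. The markers had a median of -0.085 with an interval (-0.16 to 0.10) that does not reach -0.29. This argues against fewer SMCs in the lobe as the whole cause for the 40, 7 of which were named from these lungs. For the 33, fewer SMCs cannot be told apart from a change within them, since the interval reaches their median. The study saw no significant genotype difference in SMC coverage of pulmonary arteries after 7 days of hypoxia. Loss of NFAT5 in SMCs and tamoxifen stay open and untested.

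The rise of the adipocyte genes was the largest among the tested lists by median. Fat tissue taken along with the lobe, more fat cells inside the Nfat5(SMC)-/- lungs and a drug effect on fat cannot be told apart, since that 19 of 22 members were higher adjusted over the list alone, with Adipoq, Cfd and Retn at 2.49 to 2.79, restates the rise, and where the fat lay was not measured here. PPAR activation in lung cells cannot be told apart from these either, since the PPAR targets, with a median of 0.17 (95% interval -0.03 to 0.51), went both ways and 0 of them are in the fat lists, and Fabp4 (3.04), 1 of these targets, is abundant in fat cells as well.

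The 6 lungs can be divided into groups of 3 in 10 ways, too few for a share under 0.05. The genotype division gave 208 genes and 27 gene lists, and was 1 of 10 for both counts. The highest other division gave 0 genes and 24 lists, so that camera with the preset correlation called nearly as many lists in a division that mixed the genotypes. It called the OXPHOS list in every mixed division except those with an adjusted p of 0.544 and 0.792. The size of the OXPHOS median was at most 0.205 in mixed divisions, against 0.354 in the genotype division. Mixed divisions hold the genotypes in unequal shares, so they can carry part of a genotype difference.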
